A study of Arabidopsis thaliana with 21 samples (transcriptomic, total RNA). Its data were reported in "Biogenesis of phased siRNAs on membrane-bound polysomes in Arabidopsis" (2016).

How the data were processed

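Small RNAs from 12-day-old Arabidopsis seedlings were measured by sequencing in 21 samples of 8 groups: total extracts of wild type, of the weak argonaute mutant ago1-27 and of the strong mutant ago1-36, microsomes (the membrane fraction) of wild type and ago1-27, total polysomes (TP) and membrane-bound polysomes (MBP) of wild type, and a sample precipitated with the endoplasmic reticulum (ER-IP). Groups and replicate numbers were taken from the labels.

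The deposited values were counts, the number of reads per distinct sequence (tag). Before depositing them, the authors trimmed the adaptors, kept reads of 18 to 42 nt, removed reads of ribosomal, transfer and small nucleolar RNA, and collapsed identical reads to a tag and its count. No normalization was applied to the counts. The reads of 45S ribosomal RNA by which the study normalized were not in the files analysed here, so every library size was the number of genome-matched reads, the fallback fixed before the files arrived.

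Inspection of the files showed a pair of properties that changed the plan, and the handling below was chosen after seeing the data. The first concerned completeness. The tags were listed in alphabetical order, and 4 of the 21 files lacked the start of that list: wild-type microsome 2 began at ATCC, MBP 1 at CAGC, MBP 2 at CTTA and ago1-36 total 2 at GCCA. In MBP 1, MBP 2 and ago1-36 total 2, 158189, 29187 and 462526 tags were listed more than once, and each of these files held 1 line cut short. Repeated lines were counted once. Each comparison used only tags sorting at or after the latest start among its files, and library sizes came from the same range. In the complete files this range held 73.9% of the reads for the microsome comparisons, 58.5% for MBP against TP and 52.8% for ago1-36. A miRNA was counted in a restricted range only if at least 90% of its reads in the complete files lay there. This left out miR390a-5p/miR390b-5p. The second property concerned orientation. Of the reads of nuclear tags with 1 genome match, 100.00% matched the forward strand, against 39.94% for the organelle genomes, so nuclear tags were written as the forward strand and the strand and 5' end of those reads were not recoverable. Windows and loci were therefore assigned by the middle base of the tag instead of the planned 5' end. The miRNAs of reverse-strand loci were counted by their reverse complement, and phasing used both possible registers, in which 9.5% of reads would fall by chance.

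Tags were matched to the TAIR10.1 genome (the study names TAIR10; coordinates here are from TAIR10.1 only) with 0 mismatches and at most 50 matches, using numba 0.67.0 and numpy 2.4.6 in Python 3.11.15. The matcher placed 2000 of 2000 simulated tags at their origin. Remaining reads of ribosomal, transfer, small nuclear and small nucleolar RNA genes were left out of size ratios. Reads with several matches were shared in proportion to uniquely matched reads nearby. A miRNA was the sum of tags within a shift of 1 nt of either end of an annotated mature sequence, with identical sequences as 1 feature. The 21- and 22-nt reads of the 23 loci named by the study and of the 3 TAS3 loci were summed per locus, and windows of 100 bp covered the genome.

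Counts were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. Locus counts were fitted together with the miRNA counts of the same comparison. Windows also needed an absolute log2 fold change above 1. Features with at least 10 reads in as many samples as the smaller group has were tested, and for windows in at least 3 samples. The microsome to total ratio was compared between genotypes by the interaction term of fraction and genotype. Size ratios, RPM and in-phase shares were compared with exact permutation tests of the difference of means. With 3 samples against 3 such a test cannot go below 0.10. Intervals of single-sample shares are Wilson 95% intervals computed with scipy 1.17.1, and the smallest share a sample could show was 3 reads of its total.

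The models were tested on simulated data with 200 of 6568 windows changed by 2 on the log2 scale. At the same threshold edgeR recovered 88.5% with 2.7% false calls, and DESeq2 1.42.0 recovered 68.5% with library size factors and 68.0% with its own factors, with 0.7% false calls. Every recovered change had the right direction. The test had first been run on the smaller set of 255 windows of 21 nt, and a recovery limit was dropped from it after DESeq2 fell below that limit, because recovery at these counts measures power.

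Named items followed a rule fixed before the files arrived: miR161, miR168, miR173, miR390, miR393, miR472, miR825 and miR828 where counted, the 8 TAS loci and AGO1; per miRNA comparison the 3 largest changes past the threshold with complete separation of the replicates; and per window comparison the 3 windows with the smallest p under the same condition. The alternatives planned beforehand were a library without residual structural RNA, TMM factors, DESeq2 with either kind of size factor, no count filter, the replicate number as a block, each replicate left out, exact miRNA sequences or a 2-nt shift, uniquely matched reads, every read, distinct sequences, 20- to 22-nt reads and 5 cycles. A library of nuclear matches, complete files only and the files as they stand were added after seeing the data. The alternative of 45S reads of at least 28 nt could not be run, because no such reads were present. The ER-IP sample has no replicates and entered no comparison.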

Results

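The data were counts of small RNA sequences in 21 samples from wild-type and argonaute1 mutant Arabidopsis seedlings. There were 3 samples each of wild-type, ago1-27 and ago1-36 total extract, wild-type microsome, TP and MBP, 2 samples of ago1-27 microsome and 1 ER-IP sample. After repeated lines were counted once, the wild-type total samples held 4054854, 3267080 and 3586791 reads, the ago1-27 total samples 4750286, 3515425 and 4842362, and the ago1-36 total samples 3584836, 1576611 and 2914557. The wild-type microsome samples held 4110272, 3120689 and 3990288 reads and the ago1-27 microsome samples 2929109 and 3059197. The TP samples held 1715266, 1654746 and 2128040 reads, the MBP samples 2305902, 2161796 and 3068239, and the ER-IP sample 1603226. Between 65.57% and 82.87% of the reads matched the genome. The lower totals of wild-type microsome 2, MBP 1, MBP 2 and ago1-36 total 2 reflect incomplete files. A possible batch was visible in the files: no wild-type total, ago1-27 or microsome file held a tag with an undetermined base, whereas the ago1-36 files held 2090, 1056 and 1722 such tags. All ago1-36 samples and no wild-type total sample carried this mark, so the batch and the genotype cannot be told apart in that comparison and no within-batch value could be computed.

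The first question was whether small RNAs of different sizes partition differently to membranes. In tags from ATCC onwards, the log2 ratio of 24-nt to 21-nt reads in microsomes was -2.535 ± 0.042 (SD, n = 3). In total extract it was -0.182 ± 0.054 (SD, n = 3). The difference of -2.353 had an exact permutation p of 0.10, the smallest that 3 against 3 allows, and the groups did not overlap. Over all tags the total samples were at 0.584, 0.477 and 0.536, and the complete microsome files at -1.945 and -1.891. The 21-nt reads rose from 298415 ± 7142 (SD, n = 3) to 512531 ± 19440 (SD, n = 3) RPM (reads per 1000000 genome-matched reads), and the 24-nt reads went from 263031 ± 3473 (SD, n = 3) to 88377 ± 1260 (SD, n = 3). The log2 differences were 0.780 and -1.574, each with an exact permutation p of 0.10. With the replicate block, that is with samples paired by the replicate number of the labels, the differences stayed at -2.353, 0.780 and -1.574, and the sign-flip permutation p was 0.25, the smallest that 3 pairs allow. Counting each distinct sequence once gave the largest shift, to -1.459 for the ratio, 0.260 for 21-nt reads and -1.199 for 24-nt reads.

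**Figure D1:**
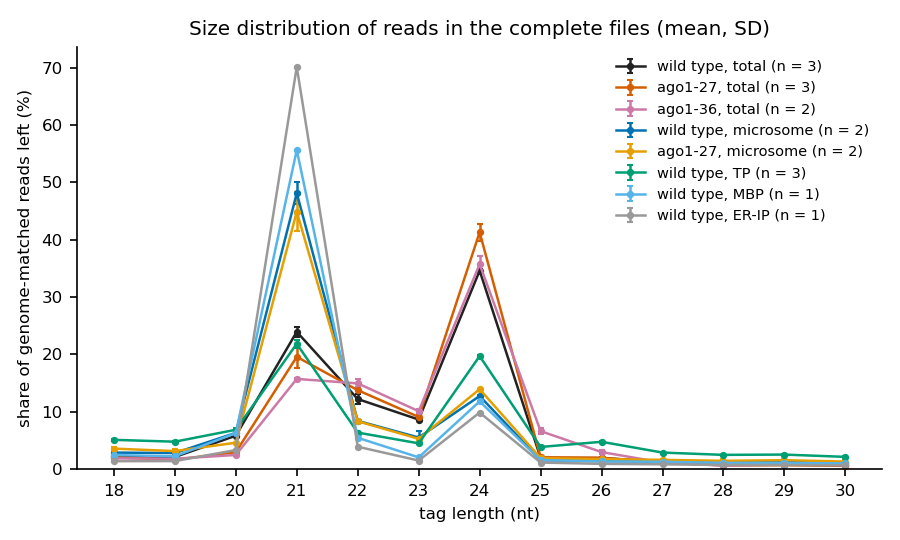
Share of genome-matched reads left after removal of structural RNA (percent, y axis) by tag length (nt, x axis) in the complete files of each group, as mean and SD, with n in the legend. The ER-IP, MBP, microsome and TP curves peak at 21 nt, TP only narrowly (21.86% against 19.71% at 24 nt). The total extracts of all genotypes have their highest point at 24 nt.

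The same question was asked of membrane-bound against total polysomes. The values here are for tags from CTTA onwards. The log2 ratio of 24-nt to 21-nt reads was -3.539 ± 0.078 (SD, n = 3) in MBP and -1.268 ± 0.071 (SD, n = 3) in TP, a difference of -2.271 (exact permutation p 0.10). Over all tags the TP samples were at -0.163, -0.196 and -0.087, and the complete MBP file at -2.236. MBP held 668257 ± 11824 (SD, n = 3) RPM of 21-nt reads and TP 276074 ± 10136 (SD, n = 3), a log2 difference of 1.276 (exact permutation p 0.10). The 24-nt reads were 57511 ± 2110 RPM (SD, n = 3) in MBP and 114599 ± 1615 (SD, n = 3) in TP, a log2 difference of -0.995 (exact permutation p 0.10). Pairing by replicate number, the replicate block, left these at -2.271, 1.276 and -0.995 with a permutation p of 0.25. The ratio was most affected by counting distinct sequences, which moved its difference to 0.015, and the same alternative moved the 21-nt difference to -0.974.

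To ask whether the loss of AGO1 changes the size profile, mutants were compared with wild type. In total extract, over all tags, the log2 ratio was 1.081 ± 0.194 (SD, n = 3) in ago1-27 and 0.532 ± 0.054 (SD, n = 3) in wild type, a difference of 0.549 (exact permutation p 0.10). In the shorter range available for ago1-36 it was 0.114 ± 0.079 (SD, n = 3) against -0.916 ± 0.083 (SD, n = 3), a difference of 1.029 (exact permutation p 0.10). In microsomes, for tags from ATCC onwards, it was -2.319 ± 0.105 (SD, n = 2) in ago1-27 and -2.535 ± 0.042 (SD, n = 3) in wild type. The difference was 0.217 (exact permutation p 0.10, the smallest that 2 against 3 allows). Under the replicate block the 3 differences were 0.549, 1.029 and 0.232, with permutation p values of 0.25, 0.25 and 0.50. Distinct sequences gave -0.025, 0.061 and -0.198.

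Which miRNAs take a larger share of the reads at membranes was examined by comparing microsome with total extract in wild type. Of 100 miRNAs tested, 40 were higher and 24 lower in microsomes at an edgeR adjusted p under the threshold. The library sizes in the range compared were between 1854468 and 2316180. The largest changes with separated replicates were in miR1886.1 (AT2G08855, chromosome 2, 15611873 to 15611893), miR396a-5p (AT2G10606, chromosome 2, 4142443 to 4142463) and miR5020b (AT4G05855, chromosome 4, 6787108 to 6787128). The log2 fold change of miR1886.1 was 4.608 (standard error 0.804, edgeR adjusted p 9.14e-04), from 0.33 ± 0.57 to 9.26 ± 4.98 RPM (SD, n = 3). miR396a-5p had a log2 fold change of -3.316 (standard error 0.224, edgeR adjusted p 4.06e-06) and miR5020b one of 2.774 (standard error 0.490, edgeR adjusted p 9.16e-04). Among the miRNAs named beforehand, miR472-3p rose by 2.449, miR168a-5p/miR168b-5p by 1.568 and miR161.1 by 1.186 on the log2 scale, and miR168a-3p changed by -2.126. Of the other arms of these miRNAs, miR390b-3p (-2.561), miR390a-3p (-1.884) and miR168b-3p (-1.169) passed as lower. miR472-5p (0.723) passed as higher. The changes of miR161.2 (0.200), miR173-5p (-0.229), miR393a-5p/miR393b-5p (-0.197) and miR825 (0.151) did not pass. Samples with the same number deviated together with a mean r of 0.027 across miRNAs, which are not independent replicates. For different numbers it was -0.013. Deviations from a group mean balance out, so here and below the value for different numbers follows from the other and is no separate baseline. With the replicate block the counts were again 40 and 24. TMM factors moved the counts most, to 24 higher and 41 lower.

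The corresponding comparison of MBP with TP tested 60 miRNAs, of which 28 were higher and 3 lower in MBP (library sizes 648075 to 1784815). miR5642a/miR5642b had a log2 fold change of -2.666 (standard error 0.304, edgeR adjusted p 5.36e-07), miR847 (AT1G07051) 2.550 (standard error 0.499, edgeR adjusted p 2.29e-04) and the miR166 family 2.370 (standard error 0.382, edgeR adjusted p 4.87e-05). The miR166 reads went from 59873.10 ± 18613.08 RPM (SD, n = 3) in TP to 309502.41 ± 60353.48 (SD, n = 3) in MBP. miR472-3p rose by 2.362, miR168a-5p/miR168b-5p by 1.809, miR161.1 by 1.565 and miR161.2 by 0.515 on the log2 scale. miR472-5p rose by 1.311 and also passed. The changes of miR825 (0.463), miR393a-5p/miR393b-5p (0.060) and miR173-5p (-0.324) did not pass. Pairing by number gave a mean r of 0.285, and the replicate block gave 34 higher and 3 lower. The mean r for different numbers, -0.139, is again no separate baseline. The paper states that TP and MBP were taken from the same seedlings. If equal numbers mark the same seedlings, the block is nearer the design. The values named above are from the unpaired fit. Under TMM the counts became 5 higher and 7 lower.

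Because 22-nt miRNAs are known triggers of secondary siRNAs, the 22-nt isoforms of miRNAs were compared between MBP and TP. Of 19 tested, 8 were higher and 0 lower in MBP. The log2 fold changes were 2.362 (standard error 0.325) for miR472-3p, 2.030 (standard error 0.263) for miR166 and 1.920 (standard error 0.206) for miR168a-5p/miR168b-5p. With the replicate block, for which same-number samples had a mean r of 0.342 against -0.160, 10 were higher and 0 lower. The complete files alone leave 1 MBP sample against 3 TP samples and open every tag, so no count was drawn from them.

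Genomic windows were compared to locate the small RNAs of each size that differ between MBP and TP. Of 255 windows with 21-nt reads, 64 were higher and 52 lower in MBP. The named ones were chromosome 2, 4222201 to 4222300, with no annotated feature (log2 fold change -2.297, standard error 0.196); chromosome 1, 28212201 to 28212300, in the small nucleolar RNA gene AT1G09533 (4.584, standard error 0.419); and chromosome 5, 15381301 to 15381400, in an exon of RBCS2B, AT5G38420 (-3.017, standard error 0.287). Of 254 windows with 22-nt reads, 69 were higher and 58 lower. The named ones were chromosome 2, 3331901 to 3332000, in the pseudogene AT2G07688 (-2.566, standard error 0.213), chromosome 1, 7042901 to 7043000, in an exon of DRT112, AT1G20340 (-2.520, standard error 0.215), and the same chromosome 2 window as for 21 nt (-2.388, standard error 0.205). Of 913 windows with 24-nt reads, 12 were higher and 401 lower. The named ones, all lower, were chromosome 5, 14123701 to 14123800 (-2.102, standard error 0.156), chromosome 2, 904601 to 904700 (-2.448, standard error 0.185), both without an annotated feature, and chromosome 2, 3468601 to 3468700, in an exon of AT2G07732 (-1.864, standard error 0.152). AT2G07732 is annotated with the catalytic domain of the ribulose bisphosphate carboxylase large chain. Reads with several matches were shared, so reads of organelle RNA could enter such a window. Chloroplast reads were a smaller share in MBP than in TP, so an organelle source of this fall was not excluded. The replicate block gave 65 and 51 windows for 21 nt, 57 and 59 for 22 nt, and 10 and 397 for 24 nt; same-number samples had a mean r of 0.130, 0.017 and 0.042. The count of lower 24-nt windows fell to 46 with DESeq2's own size factors and to 0 with the files as they stand, an alternative added after seeing the data, and leaving out MBP replicate 3 reduced the higher 22-nt windows to 16.

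Windows of 24-nt reads were also compared between microsome and total extract, in place of the list of Pol IV siRNA windows, which was not analysed here. Of 6568 windows, 28 were higher and 5861 lower in microsomes. The 3 with the smallest p were chromosome 2, 1731501 to 1731600 (log2 fold change -3.184, standard error 0.174), chromosome 4, 9357201 to 9357300 (-2.946, standard error 0.162) and chromosome 4, 6344001 to 6344100 (-2.983, standard error 0.164), none in an annotated feature. The replicate block gave 28 higher and 5865 lower (mean r 0.046 for the same number, -0.023 for different numbers). With median-of-ratios factors in DESeq2 the result was 479 higher and 53 lower.

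The effect of ago1-27 on miRNAs was measured in total extract. Of 128 miRNAs, 46 were higher and 43 lower in the mutant (library sizes 2651885 to 4013103). The largest changes were in miR172b-5p/miR172e-5p (4.277, standard error 0.242), miR164c-3p (3.998, standard error 0.438) and miR158a-5p (3.969, standard error 0.300). miR168a-5p/miR168b-5p changed by -1.023, miR161.1 by -0.725, miR161.2 by -0.847, miR173-5p by -0.817, miR393a-5p/miR393b-5p by -0.902, miR472-3p by -1.299 and miR825 by -2.183, and miR390a-5p/miR390b-5p rose by 0.324. miR393b-3p rose by 3.308, miR393a-3p by 2.237, miR173-3p by 2.151, miR472-5p by 1.546 and miR168b-3p by 0.744. miR168a-3p (-0.038), miR390a-3p (0.141) and miR390b-3p (0.630) did not pass. The replicate block gave 47 higher and 44 lower (mean r 0.016 for the same number), and TMM gave the most different count, 55 higher.

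Whether phasiRNAs (secondary siRNAs cut in register from a transcript targeted by a miRNA) depend on AGO1 was asked at 23 loci in ago1-27, with TAS3 loci as the study's control. At an edgeR adjusted p under the threshold, 21 loci were lower and 1, TAS1C (AT2G39675), was higher. TAS1C went from 7923.51 ± 679.26 to 11972.41 ± 698.41 RPM (SD, n = 3), a log2 fold change of 0.595 (standard error 0.124). TAS4 changed by -3.016, AGO1 by -1.719, TAS1A by -0.655, TAS2 by -0.644 and TAS1B by -0.449 on the log2 scale. The locus that did not pass was AT1G63330 (-0.383). Of the controls, TAS3A rose by 0.808, TAS3C changed by -0.682, and TAS3B (0.434) did not pass. The TAS1 loci and the pentatricopeptide genes share reads with near-identical copies, so their individual values are uncertain. With the replicate block the counts were again 21 and 1 (mean r -0.009 for the same number), and with uniquely matched reads 19 loci were lower.

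In ago1-36 the same comparison was made for 74 miRNAs and 22 loci, in the range complete in all files (library sizes 937289 to 1580243). Of the miRNAs, 38 were higher and 32 lower. The largest changes were in miR826a (9.395, standard error 0.622), miR866-3p (9.136, standard error 0.339) and miR841a-3p (-9.018, standard error 0.379). miR168a-5p/miR168b-5p changed by -3.077, miR161.2 by -3.051, miR393a-5p/miR393b-5p by -4.421, miR472-3p by -1.518 and miR825 by -2.108, miR173-5p rose by 3.288, and miR161.1 (0.309) did not pass. All 22 loci were lower, with log2 fold changes from -7.739 to -2.027. TAS1C went from 13648.50 ± 1121.54 to 502.30 ± 46.72 RPM (SD, n = 3), TAS2 changed by -4.570, TAS1B by -3.917, TAS1A by -2.989, TAS4 by -6.142 and AGO1 by -5.858. TAS3A changed by -1.415, and TAS3B (-1.049) and TAS3C (0.093) did not pass. The replicate block gave 37 and 32 miRNAs and 0 and 22 loci (mean r -0.007 and 0.060 for the same number). Restricting the test to complete files, which opens the whole range to it, raised the miRNA counts to 83 and 55.

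**Figure D2:**
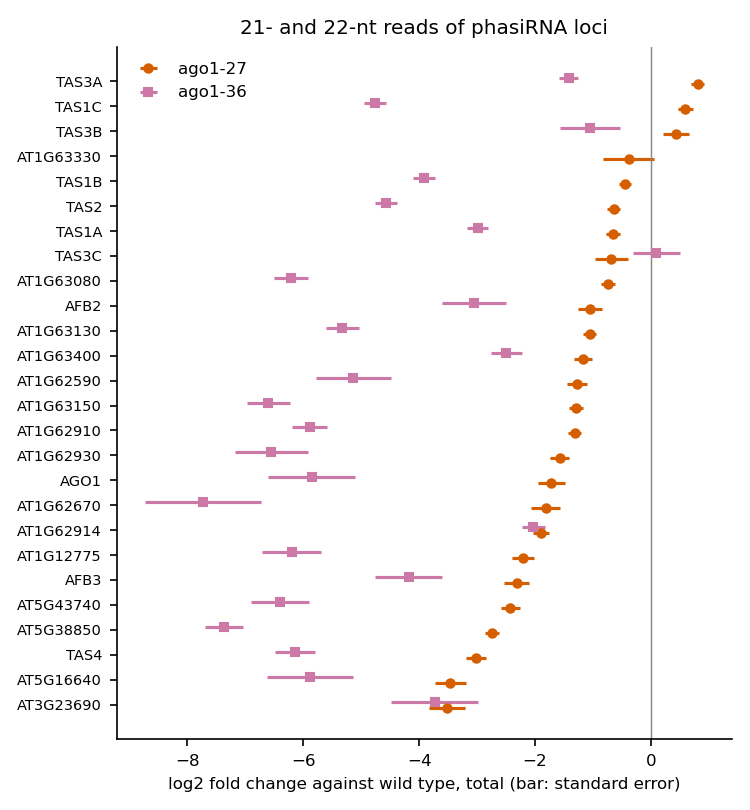
log2 fold change against wild type in total extract (x axis) of the 21- and 22-nt reads of each phasiRNA locus (y axis) in ago1-27 (circles) and ago1-36 (squares), with the standard error as a bar. In ago1-27 TAS1C (0.595), TAS3A (0.808) and TAS3B (0.434) lie to the right of 0, and in ago1-36 only TAS3C (0.093) does.

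To ask whether membrane association of miRNAs depends on AGO1, the microsome to total ratio was compared between ago1-27 and wild type. Of 110 miRNAs, 2 had a higher and 14 a lower ratio in the mutant. The interaction was -2.427 for miR168a-5p/miR168b-5p (standard error 0.306, edgeR adjusted p 1.02e-07), -2.718 for miR395a/miR395d/miR395e (standard error 0.526, edgeR adjusted p 1.91e-04) and -3.034 for miR156j (standard error 1.036, edgeR adjusted p 0.0384). It did not pass for miR161.1 (-0.601), miR161.2 (0.422), miR168a-3p (-0.403), miR173-5p (-0.240), miR393a-5p/miR393b-5p (-0.181), miR472-3p (-1.109) or miR825 (-0.349). miR472-5p, another arm of a named miRNA, passed with a higher ratio (1.229). Of 15 TAS features, each a locus and a size, 0 were higher and 3 lower: TAS1C 22 nt (-1.167), TAS2 22 nt (-1.027) and TAS1A 21 nt (-0.801). The remaining TAS interactions were between -1.499 and 2.316 and did not pass. With the replicate block 3 miRNAs were higher and 15 lower, and 0 and 3 TAS features; the mean r for the same number was 0.101 and 0.153. TMM reversed the balance, with 29 miRNAs higher and 4 lower, and 4 TAS features higher and 0 lower.

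**Figure D3:**
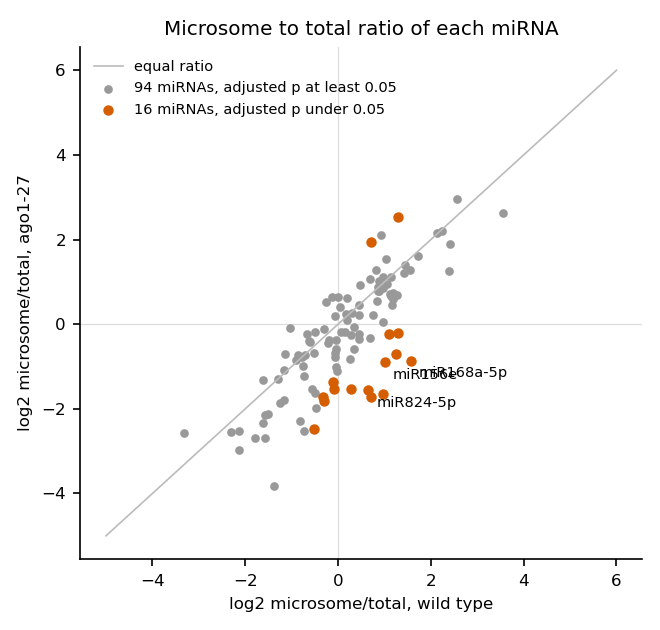
log2 ratio of mean RPM, microsome over total, of each of the 110 miRNAs in wild type (x axis) and ago1-27 (y axis), with a pseudocount of 0.5. Orange points are the miRNAs whose ratio differed at an adjusted p under 0.05, of which 14 lie below the line of equal ratio and 2 above it.

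Phasing asks whether 21-nt reads start in the register set by the miRNA cut. On AGO1 (AT1G48410), cut at transcript position 568 by miR168, the in-phase share in wild-type total was 46.2% of 26 reads (Wilson 95% interval 28.8 to 64.5), 69.6% of 23 (49.1 to 84.4) and 51.6% of 31 (34.8 to 68.0). In ago1-27 the samples had 0, 1 and 3 reads, with 0 and 2 in phase in the samples that had any; a share was not measurable in replicate 1, and a single read in replicate 2 can show no share at all. The difference of means was -22.4 percentage points (exact permutation p 0.50, n = 2 against 3), which is not a detectable difference at this depth. With 5 cycles it became 5.6. On TAS3A (AT3G17185, miR390 cut at position 864) the share was 14.7% ± 0.5 (SD, n = 3) in wild type and 19.8% ± 0.3 (SD, n = 3) in ago1-27, a difference of 5.1 percentage points (exact permutation p 0.10). Samples paired by replicate number, as a block, gave 5.1 with a permutation p of 0.25. When each distinct sequence was counted once the difference was -1.1.

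**Figure D4:**
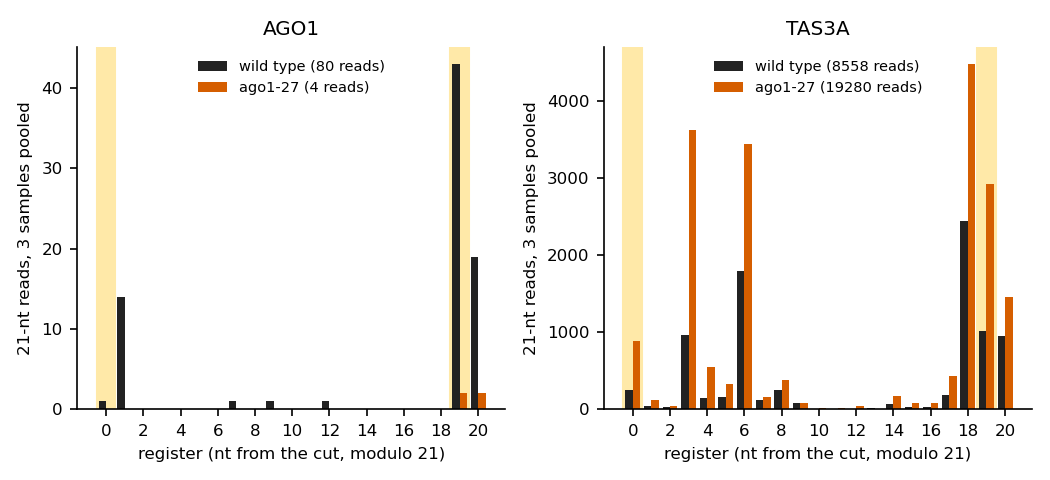
21-nt reads of 3 pooled samples (y axis) by register in nt from the cut, modulo 21 (x axis), on AGO1 and TAS3A, with registers 0 and 19 shaded as in phase. On AGO1 wild type has 80 reads and ago1-27 has 4, and on TAS3A most reads fall outside the shaded registers in both genotypes.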

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

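The choices of comparisons, tests, named items and the first set of alternatives were made before the processed files arrived. The predictions behind the tests below were written after the first fits had been seen; only those on TMM factors for miR168 and TAS3A preceded sight of the value that decided them.

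A difference between groups flagged the microsome to total ratio, which the interaction term placed lower in ago1-27 for 14 miRNAs and higher for 2, and lower for 3 TAS features. The interactions were -2.427 for miR168a-5p/miR168b-5p, -2.718 for miR395a/miR395d/miR395e and -3.034 for miR156j, and -1.167 for TAS1C 22 nt, -1.027 for TAS2 22 nt and -0.801 for TAS1A 21 nt. A difference in library composition between fractions was tested with TMM factors. The interaction stayed negative and past the threshold for miR168 (-1.436) and miR395 (-1.777). It no longer passed for miR156j (-2.109), TAS1C 22 nt (-0.443), TAS2 22 nt (-0.280) or TAS1A 21 nt (-0.039), so composition remains an explanation for these. The TAS features were fitted together with the miRNAs, and TMM removes a fall shared by most features of a fit. For miRNAs and TAS features alike, the test therefore cannot tell composition from a real fall shared by most of them. The median interaction without TMM was -0.512 for the TAS features and -0.302 for the miRNAs. The prevailing direction depends on the factors too, since TMM gave 29 higher and 4 lower. Median-of-ratios factors did not reverse it, as the number lower stayed within 1.5-fold of 14. For miR168 and miR395 a lower membrane association in ago1-27 remains a hypothesis, found and tested on the same data with 2 mutant microsome samples, and a batch difference between fractions was not testable.

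Among the named features, TAS1C, TAS3A, TAS3B and miR173-5p were flagged because every ago1-27 sample moved one way and every ago1-36 sample the other way against wild type. Some miRNAs outside the named set did so too, such as miR170-5p/miR171a-5p (-0.516 in ago1-27, 4.059 in ago1-36) and miR169a-3p (0.478 and -3.474). For the flagged features, the gaps between the log2 fold changes were 5.359, 2.223, 1.483 and -4.105. The differences themselves were not tested, and the mutants were measured over different tag ranges. Composition was tested with TMM factors. TAS3A in ago1-36 shrank from -1.415 to -0.330 and was still past the threshold. TAS1C in ago1-27 went from 0.595 to 0.954 and miR173-5p in ago1-36 from 3.288 to 3.764, also past it. The factors made both of these changes larger and so could not have removed them. For TAS1C and miR173-5p the test therefore does not decide on composition. TAS3B in ago1-36 moved to 0.021. The loci were fitted with the miRNAs, and all 22 loci other than TAS3 were lower in ago1-36. A fall of so many features in the fit can itself raise the others under TMM. For TAS3B the test therefore does not decide on composition, and the shrinking of TAS3A has the same limit. Reads shared between TAS1 paralogs were tested with uniquely matched reads, which left TAS1C at 0.601. A batch remains for all of them: at least 1056 tags with an undetermined base in each ago1-36 file, and none in wild-type total, separate the groups completely. These patterns cannot be told apart from a difference between batches.

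Signals outside the main measurement were flagged in 3 places. Fragments of the 5' end of tRNA-His with an extra G in front, absent from the genome, reached 124628 ± 31367 reads per 1000000 reads (SD, n = 3) in wild-type microsomes against 3888 ± 162 (SD, n = 3) in total extract, counted over all tags from GCCA onwards (exact permutation p 0.10). The ratio of means was 32 in wild type, and ago1-36 total stood at 39763 ± 3439 (SD, n = 3). The ago1-27 microsomes were at 157755 ± 12077 (SD, n = 2). MBP (5019 ± 588, SD, n = 3), TP (5956 ± 465, SD, n = 3) and the ER-IP sample (3989) lay near total extract. Among the membrane samples, the rise was therefore seen in microsomes only. Sequencing errors were tested by the extra base, which was G in 99.89% of reads. Depth was not tested separately, because the values above are already scaled to the reads of each file. The lowest of them in wild-type microsomes was 88732. The authors' removal of transfer RNA reads cannot be excluded: 100.0% of the fragments left in the complete wild-type microsome files carried an extra first base, nearly always G, and none matched the gene from its first base, and how much was removed from each sample is not in the files analysed here.

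Reads of miRNAs with an untemplated U tail were flagged because they match no genome position and entered no comparison; no control without tails exists. They made up 9.87% ± 1.08 (SD, n = 3) of miRNA reads in wild-type total and 3.89% ± 0.44 (SD, n = 3) in ago1-27 (exact permutation p 0.10). Sequencing errors would spread over bases, whereas T was 87.2% of the single untemplated last bases; it was a smaller share, above the 50% set as the limit, without miR158. A contribution of miR158a alone was tested by leaving miR158 out, and the mean in ago1-27 was then 3.23%, above the wild-type 2.23% ± 0.20 (SD, n = 3). The fall of the pooled share therefore rested on miR158, although 24 of the 38 miRNAs with enough reads had a lower tailed share in ago1-27. Loss of AGO1 function was tested in the complete ago1-36 samples, where the pooled mean was 4.62%, below wild type, but without miR158 it was 4.49%, above wild type, so the pooled value does not support a general loss of tailing. The pooled share also falls because miR158a-3p made up fewer of the miRNA reads, with 2788 of 167637 in ago1-36 replicate 1 against 188272 of 765158 in wild-type replicate 1. Within miR158a-3p the tailed share was 35.82% ± 3.51 (SD, n = 3) in wild type, 15.72% ± 0.46 (SD, n = 3) in ago1-27 and 13.35% ± 0.45 (SD, n = 2) in ago1-36. A lower tailing of miR158a in ago1 mutants is a hypothesis, and the ago1-36 values share the batch caveat above.

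The ER-IP sample (no replicates) was flagged because its log2 ratio of 24-nt to 21-nt reads was -2.832. The weight of a few abundant tags was tested by counting each distinct sequence once, which gave 1.669. This was below every wild-type total sample (2.579, 2.648 and 2.624) but above every TP sample (1.378, 1.357 and 1.355), although by reads the ER-IP ratio was below TP too. The ratio below TP therefore rested on abundant tags, and the one below total extract did not rest on them alone. The predictions were made after the result was seen. With 1 sample and no matched input, no biological explanation was tested.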

How the results depend on the processing

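Of the 37 results that answer a comparison, 11 kept their direction or, for counts, stayed within 1.5-fold under every alternative: the size ratio in microsomes and in ago1-36, both RPM results in microsomes and the 24-nt result in MBP, the ago1-27 miRNA counts, and the phasiRNA locus counts in both mutants. No exact test here can pass 0.05, so for these tests only the direction was compared. The alternative of 45S reads of at least 28 nt was not run, as the files held none, and DESeq2 with 45S factors used the genome-matched library instead.

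With TMM factors, values were: microsome miRNAs 24 higher and 41 lower, MBP miRNAs 5 higher and 7 lower, miRNA interactions 29 higher and 4 lower, TAS interactions 4 higher and 0 lower, 22-nt isoforms 4 higher and 1 lower, 21-nt MBP windows 28 higher, 22-nt MBP windows 45 higher, 24-nt MBP windows 95 higher and 70 lower, 24-nt microsome windows 605 higher and 159 lower. Reversed log2 fold changes were microsome miR161.2 -0.349, miR825 -0.419, MBP miR161.2 -0.292, miR393a-5p/miR393b-5p -0.757, miR825 -0.345, ago1-27 miR168a-3p 0.140, ago1-36 TAS3B 0.021, interaction miR161.1 0.411, miR168a-3p 0.518, miR173-5p 0.731, miR393a-5p/miR393b-5p 0.812, miR825 0.623, TAS1A 22 nt 0.234, TAS1B 21 nt 0.277, TAS1C 21 nt 0.525, TAS2 21 nt 0.706, TAS4 21 nt 0.429, TAS3A 21 nt 0.354, TAS3A 22 nt 0.248. TMM scales the libraries by the tested features, so a change shared by most of them, such as the fall of 24-nt reads, is removed by design. It did not centre every comparison, since the miRNA interactions were left with 29 higher and 4 lower.

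With median-of-ratios size factors, values were: MBP miRNAs 9 higher and 7 lower, miRNA interactions 6 higher, 22-nt isoforms 4 higher and 2 lower, 21-nt MBP windows 24 higher, 22-nt MBP windows 31 higher, 24-nt MBP windows 39 higher and 46 lower, 24-nt microsome windows 479 higher and 53 lower. Reversed log2 fold changes were microsome miR161.2 -0.071, miR825 -0.137, MBP miR161.2 -0.207, miR393a-5p/miR393b-5p -0.671, miR825 -0.260, interaction miR173-5p 0.053, miR393a-5p/miR393b-5p 0.127, TAS1C 21 nt 0.102, TAS2 21 nt 0.272, TAS4 21 nt 0.009. These factors are also computed from the tested features, but they shifted the fits differently from TMM. The miR173-5p interaction moved from -0.240 to 0.053 with them and to 0.731 with TMM.

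With library size factors in DESeq2, values were: 22-nt MBP windows 45 higher, 24-nt MBP windows 5 higher.

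With the structural RNA left out of the library, values were: miRNA interactions 4 higher, 24-nt MBP windows 7 higher. Reversed log2 fold changes were MBP miR393a-5p/miR393b-5p -0.081, interaction TAS2 21 nt 0.026.

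With no count filter, values were: 21-nt MBP windows 1.6e+02 lower, 22-nt MBP windows 1.6e+02 lower, 24-nt microsome windows 111 higher and 15017 lower. Windows of few reads enter the test.

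With uniquely matched reads only, values were: 21-nt MBP windows 36 higher and 21 lower, 22-nt MBP windows 43 higher and 27 lower, 24-nt MBP windows 7 higher, 24-nt microsome windows 15 higher. Repeats drop out, which lowers the number of windows.

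With a 2-nt shift allowed, values were: 22-nt isoforms 2 lower.

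Counting each distinct sequence once, values were: the MBP size ratio 0.015, the ago1-27 total size ratio -0.025, the ago1-27 microsome size ratio -0.198, 21-nt MBP RPM -0.974, the TAS3A in-phase share -1.1. Abundant tags then weigh no more than rare ones.

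With 5 cycles, values were: the AGO1 in-phase share 5.6.

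With the added library of nuclear matches, values were: MBP miRNAs 13 higher, miRNA interactions 4 higher, 22-nt isoforms 5 higher, 21-nt MBP windows 34 higher, 22-nt MBP windows 39 higher, 24-nt MBP windows 7 higher. Reversed log2 fold changes were MBP miR393a-5p/miR393b-5p -0.291, interaction TAS2 21 nt 0.029. Organelle reads, fewer in MBP than in TP, leave the library.

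With complete files only, values were: MBP miRNAs 45 higher, ago1-36 miRNAs 83 higher and 55 lower, 22-nt isoforms 19 higher, 21-nt MBP windows 116 lower, 22-nt MBP windows 98 lower, 24-nt MBP windows 7 higher, 24-nt microsome windows 10204 lower. Reversed log2 fold changes were microsome miR393a-5p/miR393b-5p 0.112, MBP miR173-5p 0.020, interaction TAS1B 22 nt -0.279. All tags are open to the test but fewer samples are.

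With the files as they stand, values were: miRNA interactions 1 higher, 22-nt isoforms 14 higher, 21-nt MBP windows 99 higher and 135 lower, 22-nt MBP windows 117 higher and 124 lower, 24-nt MBP windows 0 higher and 0 lower, 24-nt microsome windows 46 higher and 10439 lower. Reversed log2 fold changes were microsome miR173-5p 0.108, miR393a-5p/miR393b-5p 0.116, MBP miR173-5p 0.404, interaction TAS1B 22 nt -0.150. Missing parts of files then appear as changes or as spread between replicates.

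Across the fits that each left out one replicate, the ranges were: miRNA interactions higher 1 to 6, TAS interactions lower 2 to 7, 21-nt MBP windows higher 29 to 63, 22-nt MBP windows higher 16 to 63, 24-nt MBP windows higher 1 to 14, 24-nt microsome windows higher 15 to 31, 24-nt microsome windows lower 2428 to 5875, the AGO1 in-phase share -55.8 to 10.9. Named features that changed sign in such a fit ranged: miR825 (microsome) -0.150 to 0.448, miR393a-5p/miR393b-5p (MBP) -0.031 to 0.219, miR168a-3p (ago1-27) -0.161 to 0.049, TAS3C (ago1-36) -0.277 to 0.301, miR393a-5p/miR393b-5p (interaction) -0.534 to 0.111, TAS1B 22 nt (interaction) -0.145 to 0.376, TAS1C 21 nt (interaction) -0.453 to 0.031, TAS2 21 nt (interaction) -0.120 to 0.052, TAS4 21 nt (interaction) -1.037 to 0.308, TAS4 22 nt (interaction) -1.767 to 4.038. The lower 24-nt microsome windows fell when a total sample was left out because windows then needed their 10 reads in a microsome sample too.

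Among the named features, 62 other rows lost and 31 gained the threshold, and 1548 did not change. Depth limits the AGO1 phasing, with 4 reads in ago1-27. The replicate block was run for every comparison, and for phasing it was run as paired sign flips.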

Other observations

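For each of the 11 counts of features that compare 3 samples with 3, other splits of the same 6 samples were fitted. Only 1 of the 10 splits, the real one, gave as many features past the threshold, and this held for miRNAs and 24-nt windows in microsomes, for miRNAs, 22-nt isoforms and 21-, 22- and 24-nt windows in MBP, and for miRNAs and phasiRNA loci in ago1-27 and ago1-36. The other splits gave 0 features past the threshold, except for 24-nt windows in microsomes, where the largest gave 1. The real splits gave from 8 features (22-nt isoforms) to 5889 (24-nt windows in microsomes). These counts argue against a chance split, although with 10 splits the share itself cannot go below 0.10. The predictions were made after the result was seen.

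In MBP more miRNAs were higher (28) than lower (3). Organelle reads in the library were a candidate explanation, because chloroplast reads were 4.73%, 4.69% and 6.30% of the reads in the MBP samples and 16.13%, 17.44% and 17.80% in the TP samples. With a library of nuclear matches 13 miRNAs were higher, so this explanation remains for part of the count. The prediction was made after the result was seen.

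Pairs of mature sequences from the same precursor were compared, with the less abundant in microsomes called the minor arm. The minor arm rose more than the major arm in 35 of 55 pairs in ago1-27, with a median log2 difference of 0.85. The pairs miR161.1 with miR161.2 and miR447a.2-3p with miR447b/miR447a-3p are not opposite arms, and miR5663-3p and miR5663-5p had identical reads. Their differences in ago1-27 were -0.121, -0.312 and 0.0, so none is among the 35. Ranking the arms in the samples compared could create such a pattern, so the 2 rankings were set side by side. With arms ranked in the microsome samples 63.6% of pairs showed it. With arms ranked in the wild-type total samples, a ranking added after seeing the data, 61.8% did. In the complete ago1-36 samples 67.2% did with the microsome ranking (39 of 58, median difference 2.13) and 74.1% with the total ranking. A hypothesis is that loss of AGO1 function changes which arm accumulates. The pairs are not independent, however, and the share in ago1-27 was only slightly above the 60% set as the limit. The ago1-36 samples also carry the batch mark described above. The predictions were made after the result was seen.

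On TAS3A the ago1-36 samples had in-phase shares of 48.0% (Wilson 95% interval 45.8 to 50.3) in replicate 1 and 48.0% (45.4 to 50.5) in replicate 3. The share was 32.7% (29.4 to 36.1) in replicate 2, whose file is incomplete.

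Pairs of replicates differed by more than counting noise throughout: the lowest chi-square per degree of freedom between a pair was 7.57, for ago1-36 replicates 2 and 3. Counting noise leaves out differences between biological samples, so this value does not measure poor agreement. The correlation of log2 values lay between 0.9752 (TP replicates 2 and 3) and 0.9975 (MBP replicates 1 and 3).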
